# Mechanism and functional role of the interaction between CP190 and the architectural protein Pita in *Drosophila melanogaster*

**DOI:** 10.1186/s13072-021-00391-x

**Published:** 2021-03-22

**Authors:** Marat Sabirov, Olga Kyrchanova, Galina V. Pokholkova, Artem Bonchuk, Natalia Klimenko, Elena Belova, Igor F. Zhimulev, Oksana Maksimenko, Pavel Georgiev

**Keywords:** Chromatin insulator, Bithorax, Abd-B, BTB domain, Domain boundary, Open chromatin

## Abstract

**Background:**

Pita is required for Drosophila development and binds specifically to a long motif in active promoters and insulators. Pita belongs to the Drosophila family of zinc-finger architectural proteins, which also includes Su(Hw) and the conserved among higher eukaryotes CTCF. The architectural proteins maintain the active state of regulatory elements and the long-distance interactions between them. In particular, Pita is involved in the formation of several boundaries between regulatory domains that controlled the expression of three *hox* genes in the Bithorax complex (BX-C). The CP190 protein is recruited to chromatin through interaction with the architectural proteins.

**Results:**

Using in vitro pull-down analysis, we precisely mapped two unstructured regions of Pita that interact with the BTB domain of CP190. Then we constructed transgenic lines expressing the Pita protein of the *wild-type* and mutant variants lacking CP190-interacting regions. We have demonstrated that CP190-interacting region of the Pita can maintain nucleosome-free open chromatin and is critical for Pita-mediated enhancer blocking activity in BX-C. At the same time, interaction with CP190 is not required for the in vivo function of the mutant Pita protein, which binds to the same regions of the genome as the wild-type protein. Unexpectedly, we found that CP190 was still associated with the most of genome regions bound by the mutant Pita protein, which suggested that other architectural proteins were continuing to recruit CP190 to these regions.

**Conclusions:**

The results directly demonstrate role of CP190 in insulation and support a model in which the regulatory elements are composed of combinations of binding sites that interact with several architectural proteins with similar functions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-021-00391-x.

## Introduction

The development of modern approaches for the study of genome architecture, including chromosome conformation capture methods, coupled to high-throughput sequencing (Hi-C) and high-resolution microscopy techniques has revealed the hierarchical organization of genome [1, 2]. Chromosomes are composed of discrete sub-megabase domains, called topologically associated domains (TADs) [3–5]. In genomes, regulatory elements, including enhancers, promoters, insulators, and silencers, actively interact with each other, which determines the correct and stable level of gene expression [6, 7]. The boundaries between TADs delineate specific genomic regions, and more effective interactions between regulatory elements occur within these regions than between different regions [8]. According to the generally accepted model, the cohesin complex, which is retained at CTCF protein binding sites, plays a primary role in the formation of chromatin loops in mammals [9]. Auxiliary roles in the organization of specific interactions between enhancers and promoters have been assigned to the proteins LBD1, yin yang 1 (YY1), and ZF143 [10–13]. Because the LBD1 protein is the only one of these proteins to contain a well-described homodimerization domain [14], how specific interactions between enhancers and promoters occurs remains unclear.

In *Drosophila*, we suggested the existence of a large family of architectural proteins, which typically contain N-terminal homodimerization domains and arrays of the zinc-finger Cys2-His2 (C2H2) domains [15–22]. The specific interactions that occur between the N-terminal domains of architectural proteins can support selective distance interactions between regulatory elements. Pita belongs to a large family of architectural proteins that feature zinc finger-associated domains (ZADs) at the N-terminus [21, 23]. Investigations of three architectural proteins, Pita, Zw5, and ZIPIC, showed that the ZAD domains form only homodimers and support specific distance interactions between sites bound by the same architectural protein [17]. The 683 aa Pita protein contains an N-terminal ZAD domain (17–93 aa) and a central cluster, consisting of 10 C2H2 zinc-finger domains (286–562 aa) [24, 25]. Pita is an essential *Drosophila* protein, and the strong hypomorph *pita* mutants die during the larval stage [24, 26].

Pita binds to a large 15-bp consensus site that is frequently found in gene promoters and intergenic regulatory elements, including boundary/insulator elements in the Bithorax complex (Bx-C) [19, 25]. The Bithorax complex (BX-C) contains three homeotic genes, *Ultrabithorax* (*Ubx*), *abdominal-A* (*abd-A*), and *Abdominal-B* (*Abd-B*), which are responsible for specifying the parasegments (PS5 to PS13) that comprise the posterior two-thirds of the fly segments [27–29]. The expression of each homeotic gene in the appropriate parasegment-specific pattern is controlled by independent *cis*-regulatory domains that are separated by boundaries. For example, the regulatory domains *iab-5*, *iab-6*, and *iab-7*, determine the expression of *Abd-B* in the abdominal segments A5, A6, and A7, respectively. The *Mcp*, *Fab-6*, *Fab-7*, and *Fab-8* boundaries ensure the autonomous function of *iab* domains [30–37]. Pita binds to *Fab-7* and *Mcp* and is required for their boundary activities [19, 20, 38]. Five Pita binding sites can replace the *Fab-7* boundary in blocking the cross-talk of the *iab-6* and *iab-7* regulatory domains [19].

Previously, Pita was found to interact with CP190 [25], which is also known to bind several other C2H2 architectural proteins, including dCTCF and Suppressor of hairy wing [Su(Hw)] [18, 25, 39–42].

Here, we studied the interaction mechanisms between Pita and CP190. Two domains that interact with the BTB domain of CP190 were mapped in Pita. The recruitment of CP190 is required for the chromatin opening and insulator functions of Pita. However, mutant flies that express Pita lacking the CP190 interaction region display normal viability and *wild-type* (*wt*) phenotype, demonstrating that these activities are not essential for Pita functions in vivo.

## Results

### Mapping regions within the Pita protein that interact with the BTB domain of CP190

To understand the interaction mechanism between the architectural protein Pita and the BTB domain of CP190, we attempted to precisely map the interaction regions in Pita. Previously, we found that the BTB domain of CP190 interacted with the 95–302 aa region of Pita, which was mapped between the ZAD and the C2H2 cluster [25]. We used bacteria to express overlapping glutathione *S*-transferase (GST)-fusion peptides that covered the 95–302 aa region of Pita. The borders of the deletion derivatives were set according to conserved blocks of amino acids in Pita protein from various Drosophila species. The obtained GST-peptides were tested for interactions with the CP190 BTB domain, fused with 6×His, in a pull-down assay (Fig. 1a). This process allowed us to map two binding regions between 95–165 aa and 220–232 aa (Fig. 1b, c). Interestingly, the deletion of 220–232 aa, which was defined as a 13 aa core, resulted in the complete loss of interaction between the 95–302 fragment and BTB in a pull-down assay, even though this protein fragment still contained the second binding region. The 13 aa core was predicted to be unstructured, but it contains several conserved hydrophobic residues (Fig. 1d).

**Fig. 1.**
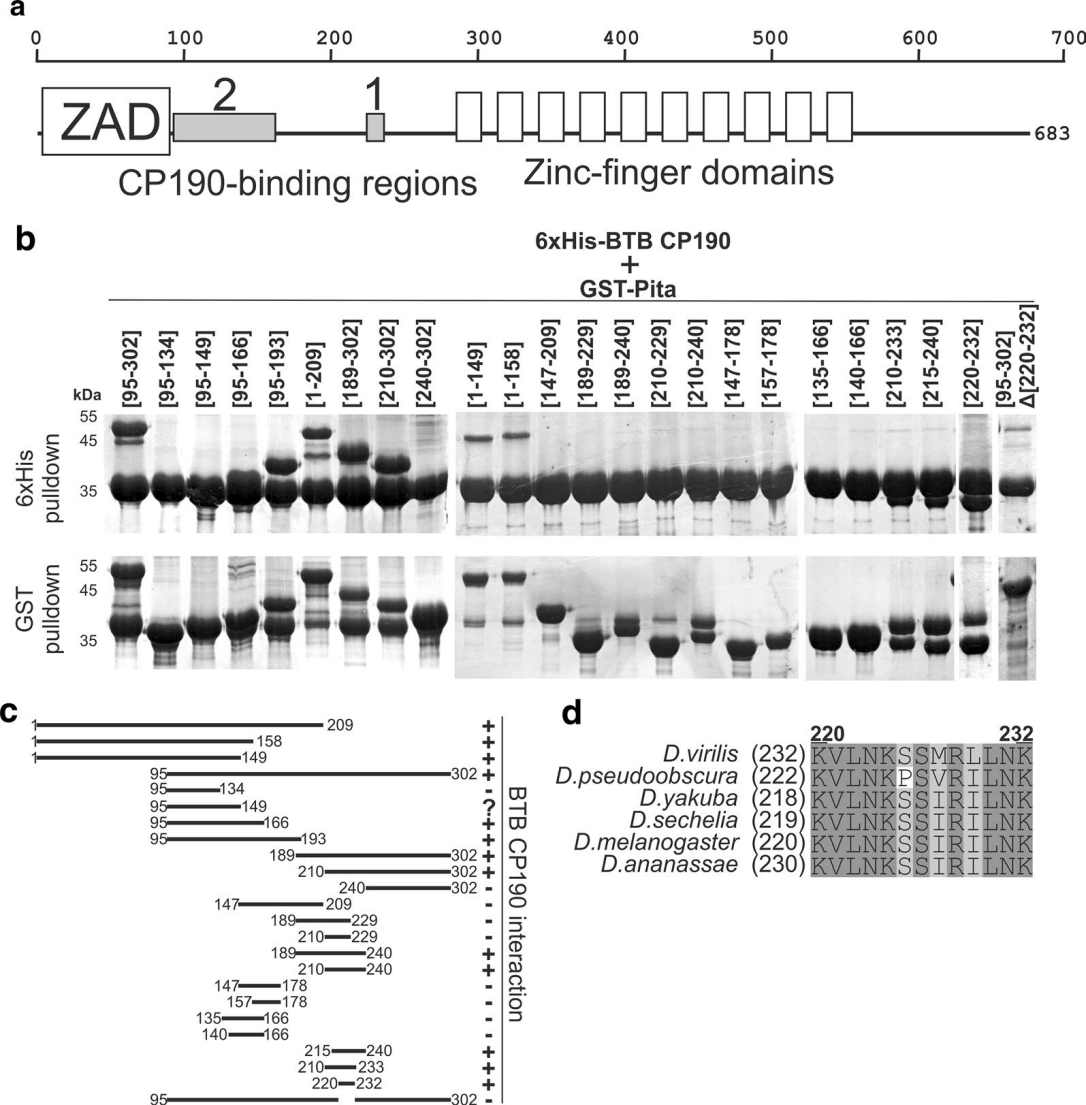
Mapping the CP190-interacting regions in the Pita protein. **a** Schematic representation of full-length Pita protein showing the CP190-binding regions (gray boxes). The positions of the amino acid residues are shown at the top of the panel. **b** GST- and 6×His-pull-down of GST-fused Pita protein fragments co-expressed with the thioredoxin-6×His-fused CP190 BTB domain. The positions of the amino acids are given in square brackets. **c** Schematic summary of the pull-down results. **d** Multiple sequence alignment of the CP190 BTB-domain-interacting peptide in Pita protein from various *Drosophila* species shows the high conservation of hydrophobic and positively charged residues. Residue numbers above the alignment are for *D. melanogaster* Pita protein.

Taken together, these results showed that the BTB domain interacts with the 95–165 aa region and the 13 aa core, whose sequences have no obvious homology. The 95–165 aa region appeared to stabilize the interaction between the BTB domain and the 13 aa core.

To better understand the functional significance of the interaction between Pita and CP190, we deleted the 13 aa core that is necessary for Pita to bind with CP190 in vivo (Pita^ΔCP1^). The Pita^*wt*^ and Pita^ΔCP1^ proteins were tagged with 3×FLAG (Fig. 2a) and co-expressed with CP190 in S2 cells (Fig. 2b). The mutant Pita^ΔCP1^ did not interact with CP190, in contrast with the Pita^*wt*^ protein. This result confirmed the critical role played by the 13 aa domain in the interaction between Pita and CP190 in vivo.

**Fig. 2:**
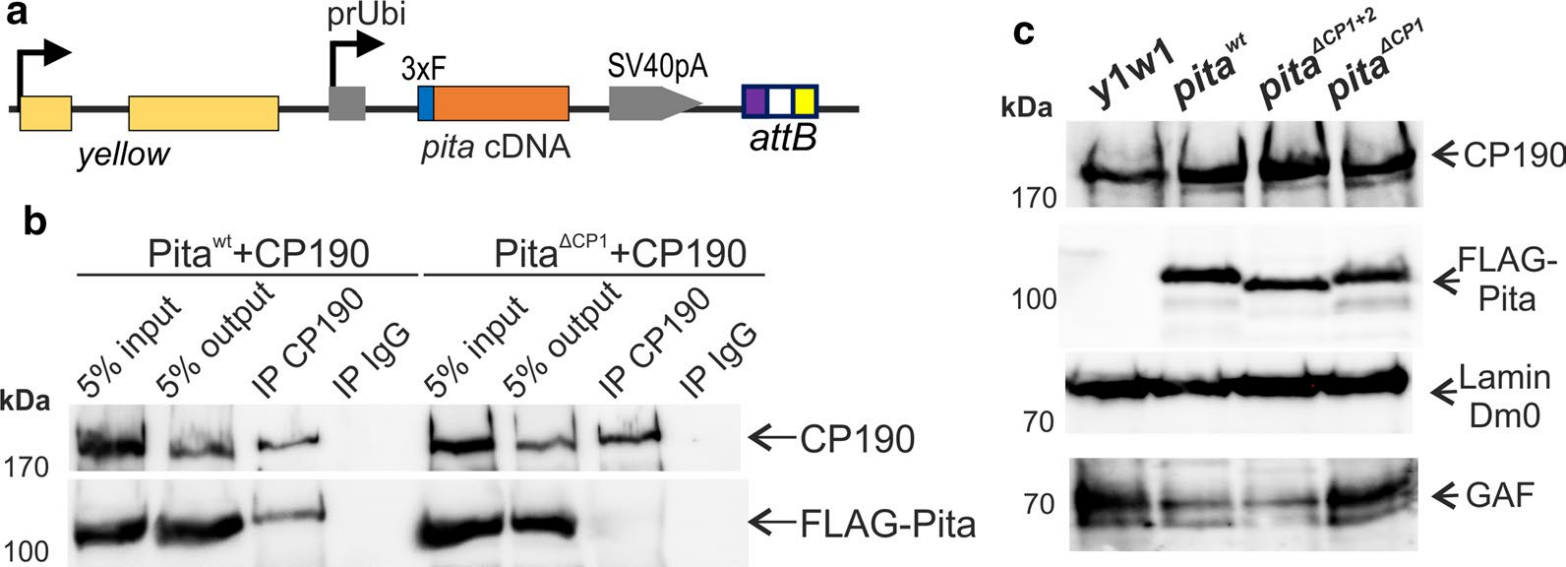
Mutations in the *pita* gene. **a** A schematic showing the constructs used to express wild-type and mutant variants of Pita in transgenic *Drosophila* lines. **b** Co-immunoprecipitation of CP190 with wild-type and CP190-interacting region-deleted Pita protein fused with 3×FLAG in S2 cells. Protein extracts from Drosophila S2 cells co-transfected with 3×FLAG-Pita and CP190 plasmids were immunoprecipitated with antibodies against CP190 (using nonspecific IgG as a negative control), and the immunoprecipitates (IP) were analyzed by western blotting for the presence of FLAG-tagged Pita proteins. The quality of immunoprecipitation was controlled by western blotting for the presence of CP190 protein. “Input” refers to samples of the initial protein extract; “output” refers to the supernatant after the removal of the immunoprecipitate (IP). **c** Western blot analysis (10% SDS-PAGE) of protein extracts from transgenic flies expressing wild-type and mutated variants of Pita

### The CP190-interacting domain in Pita is not essential for its role in *Drosophila* development

To understand the functional roles of the 13 aa core (CP1) and the 95–165 aa regions (CP2) in Pita, we used previously described strong hypomorph mutations in the *pita/spdk* gene: *pita*^*02132*^ and *pita*^*k05606*^ (Bloomington stock numbers 11179 and 10390, respectively). Pita protein is essential for early *Drosophila* development and mitoses, and homozygotes carrying the null mutation die at the larval stage [24, 26]. Transgenes expressing Pita^*wt*^-FLAG, Pita^ΔCP1^-FLAG, or Pita^ΔCP1+2^-FLAG under control of the Ubi-p63E promoter (*Ubi-Pita*^*wt*^*, Ubi-Pita*^ΔCP1^, and *Ubi-Pita*^ΔCP1+2^) (Fig. 2a) were inserted into the same 86Fb region on the third chromosome, using a φC31 integrase-based integration system [43]. Western blot analysis showed that Pita^*wt*^-FLAG, Pita^ΔCP1+2^-FLAG, and Pita^ΔCP1^-FLAG were expressed in transgenic flies at similar levels (Fig. 2c). The transgenes were crossed into the *pita*^*02132*^/*pita*^*k05606*^ background [24]. We confirmed the previously obtained result [26] that *pita*^*02132*^/*pita*^*k05606*^ heterozygotes do not express a detectable amount of the endogenous *pita* mRNA (Additional file 1). Unexpectedly, *Ubi-Pita*^*wt*^, *Ubi-Pita*^ΔCP1^, and *Ubi-Pita*^ΔCP1+2^ all complemented the *pita* mutations, which suggested that the CP190-interacting domains are not critical for the in vivo functions of the Pita protein.

To test the role played by the CP190-interacting domain in Pita in the recruitment of Pita and CP190 to chromatin, we compared the binding of CP190 and Pita to chromatin in *Ubi-Pita*^*wt*^ and *Ubi-Pita*^ΔCP1+2^ embryos. To identify the chromatin binding sites of CP190 and Pita-FLAG in embryos, we performed chromatin immunoprecipitation (ChIP) experiments, followed by sequencing (ChIP-seq) using Illumina’s massive parallel sequencing technology.

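The ChIP-seq data cover 9 samples. FLAG and CP190 were each precipitated in 2 biological replicates from Pita wt embryos and in 2 from Pita ΔCP1+2 embryos, and 1 preimmune sample from Pita wt embryos served as the control for all of them. The methods give embryos of 8 to 16 h, while the sample labels give 0 to 12 h. The authors aligned the reads to dm6, called peaks with MACS2 against the preimmune sample, and merged the replicates through the IDR pipeline, so that 1 peak list per antibody and line was used here. Each peak has a position, a summit, a fold enrichment and a −log10 p-value, all of them the authors' own values. The replicates are pooled in each list and no value per replicate was analysed here. No difference between the lists could therefore be set against a spread between replicates. The read depth behind each peak was not analysed either. Fold enrichments were used only to rank peaks within a list, apart from values quoted as the authors' own. Windows of 250 bp on each side of the summit were compared between lists, with an overlap of at least 1 bp counted as shared. Intervals given below are 95% Wilson intervals over peaks. Peaks are not independent replicates, so that these intervals describe counting error only.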

To investigate changes in the chromatin binding of CP190 and Pita in the *Pita*^ΔCP1+2^ mutant, ChIP-seq signal values were estimated in the set of FLAG peaks reproduced in Pita^*wt*^ and Pita^ΔCP1+2^ embryos. We found 5023 such FLAG peaks (Fig. 3b). 

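The FLAG list of the Pita wt line held 6901 peaks and that of the Pita ΔCP1+2 line held 7365. Of the Pita wt FLAG peaks, 4938 (71.6%, interval 70.5 to 72.6%) overlapped a FLAG peak of the mutant line, and 1963 did not. When the peaks were shifted at random along each chromosome, 5.48% overlapped on average over 1000 shifts. Since both lists were called against the same preimmune sample, unchanged libraries without any enriched site were also simulated against 1 shared control. The simulated lists were as long as the FLAG and CP190 lists of Pita wt, so the pair of FLAG lists itself was not simulated. The share of the strongest windows that coincided between the simulated lists depended on the settings assumed. With the same true rate everywhere it was between 3.39% and 4.36% at every depth of the control. With the largest variation of the true rate between places, a CV of 2, it was at most 33.9% with a control as deep as the ChIP libraries, 55.8% with a control of 0.25 of that depth and 69.5% with a control of 0.1 of that depth. The depth of the control was not analysed here. The count of shared peaks moved most when only the 3000 strongest peaks of each list were compared, to 1928 peaks.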

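The Pita matrix of Additional file 5 has 21 positions, and its best-scoring word is GCTTAGCGGAGACACCAACCA. Within 250 bp of the Pita wt summit, 553 of the 4938 shared FLAG peaks (11.2%) had a match on either strand at the p-value threshold of 0.0001. At 1e-05 the number was 112, and at 1e-06 it was 48. Over all Pita wt FLAG peaks on the assembled chromosomes, 11.9% had a match at 0.0001, compared with 6.12% of windows of the same length 5 kb away. The ratio of these shares, 1.94, rose to 5.58 at 1e-06, and it also depended on the control. When the positions of the matrix were shuffled, 20 such matrices matched 12.0% of the peaks on average, and 10 of the 20 matched at least as many peaks as the Pita matrix. At 1e-06 the Pita matrix matched 1.54% of the peaks, while the shuffled matrices matched 0.149% on average and at most 0.538%.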

Then, we defined 1029 peaks that overlapped with the Pita motif site obtained from previously published data [17]. 

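Signal values in RPKM were not used here, and the fold enrichments of separate peak lists are not on one scale. The 553 shared FLAG peaks with a motif match were therefore ranked within each list, the ranks were turned into normal scores, and the iterated one-sided Grubbs test was applied to the difference between the lines. It selected 0 peaks. In settings applied to this count after seeing the data, it selected 2 peaks with only the 5000 strongest peaks of each list, and 1 each with deposited boundaries and with the 3000 strongest peaks. The largest difference was 2.98, with a mean of 0.101 and an SD of 0.872 across peaks, which is a Grubbs statistic of 3.31. The largest difference the other way, towards a higher rank in the mutant line, was -3.93. Ranks hold no sizes and normal scores compress the strongest peaks, which leaves this test little room to find outliers. To look at a set of the same size as in Fig. 3a, the 44 motif peaks with the largest fall in FLAG rank were taken, a choice made after the data were seen. Their falls lay between 1.35 and 2.98 normal scores. Differences within a list were also computed, between the 2 peak sets that the IDR pipeline compared. They used ranks of the −log10 p-value and not of the fold enrichment, so they are not like for like with the differences between the lines. Over the 4938 shared peaks these had an SD of 0.867 in the Pita wt list and in the mutant list. The largest was 2.95 in Pita wt and 2.80 in the mutant line. Which sets were compared is not known here, so these values give no replicate error. The best motif match had a p-value below 1e-06 in 20 of these 44 peaks (45.5%) and in 28 of the other 509 motif peaks (5.50%). The largest fall was at chromosome 3R, 31220558 to 31221902 (dm6), in the 5′ UTR of CG12054 (FBgn0039831). This peak ranked 49 of 6901 in the Pita wt FLAG list and 4587 of 7365 in the mutant list, and it contains GCTTAGCGGCGACTCCCACCC on the minus strand at 31221188 to 31221208. The next was at chromosome 3R, 17682095 to 17682980, in an intergenic position 57 bp from the transcription start of CG7655 (FBgn0038536), with ranks of 164 and 5412. The third was at chromosome X, 528716 to 530655, in an intron of CG4293 (FBgn0024983), with ranks of 47 and 3987. The fourth, at chromosome 3R, 19014111 to 19014411, lies in an intron of *gukh*, with ranks of 153 and 4821. The fifth, at chromosome 3L, 15604774 to 15605672, has its summit in a coding exon of *RhoGAP71E* and fell from rank 1764 to 7038.

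**Figure D1:**
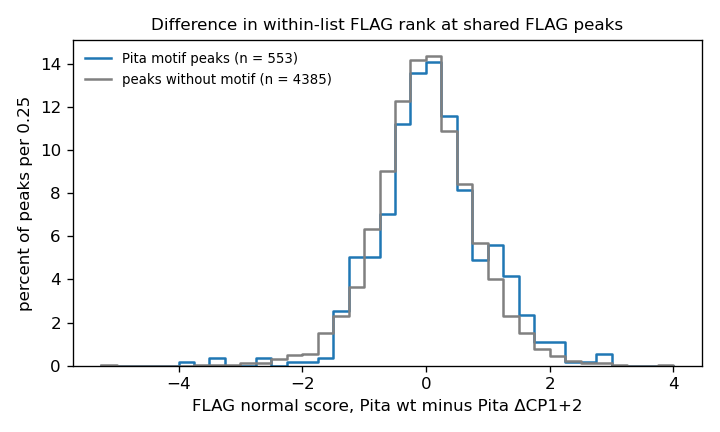
Difference in within-list FLAG normal score between Pita wt and Pita ΔCP1+2 (x axis, normal score units) against the percent of peaks per bin (y axis), for 553 shared FLAG peaks with a Pita motif match and 4385 without. The 2 distributions overlap over most of their range, with SDs of 0.872 and 0.797.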

From among these 1029 peaks, we selected 44 peaks that demonstrated an enhanced signal in Pita^*wt*^ embryos compared with Pita^ΔCP1+2^ embryos (Fig. 3a). 

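For the 4385 shared FLAG peaks without a motif match, the difference in FLAG normal score between the lines had a mean of -0.0127 and an SD of 0.797 across peaks. As the test selected no motif peak, it set no cut-off for these peaks. In the settings that did select motif peaks, 0 of the peaks without a match passed the cut-off. A Grubbs test run on these peaks alone selected 1 peak, with a difference of 3.81 and a Grubbs statistic of 4.80. The largest difference the other way was -5.05.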

Among the 3994 FLAG peaks that did not intersect with Pita motif sites, we found only 10 peaks with enhanced signals in Pita^*wt*^ compared with Pita^ΔCP1+2^. As a result, the Pita^ΔCP1+2^ binding efficiency was only significantly reduced in a minor proportion of the binding sites. Thus, CP190 binding is not essential for Pita binding to most chromatin sites.

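Across the 4938 shared FLAG peaks, the ranks of the FLAG fold enrichment in the Pita wt and Pita ΔCP1+2 lists had a Spearman's rho of 0.674 across peaks, which are not independent replicates. A pair of FLAG lists was not simulated. Between a FLAG and a CP190 list in simulated unchanged libraries against 1 shared control, rho was at most 0.154 with the same true rate everywhere. With a CV of the true rate of 2 it reached 0.212 with a control as deep as the ChIP libraries and 0.605 with a control of 0.1 of that depth. Counted in the other direction, 4923 of the 7365 mutant FLAG peaks (66.8%, interval 65.8 to 67.9%) overlapped a Pita wt FLAG peak. From the small number of peaks with a reduced FLAG signal, the paper concludes that CP190 binding is dispensable for the binding of Pita at most sites.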

**Fig. 3:**
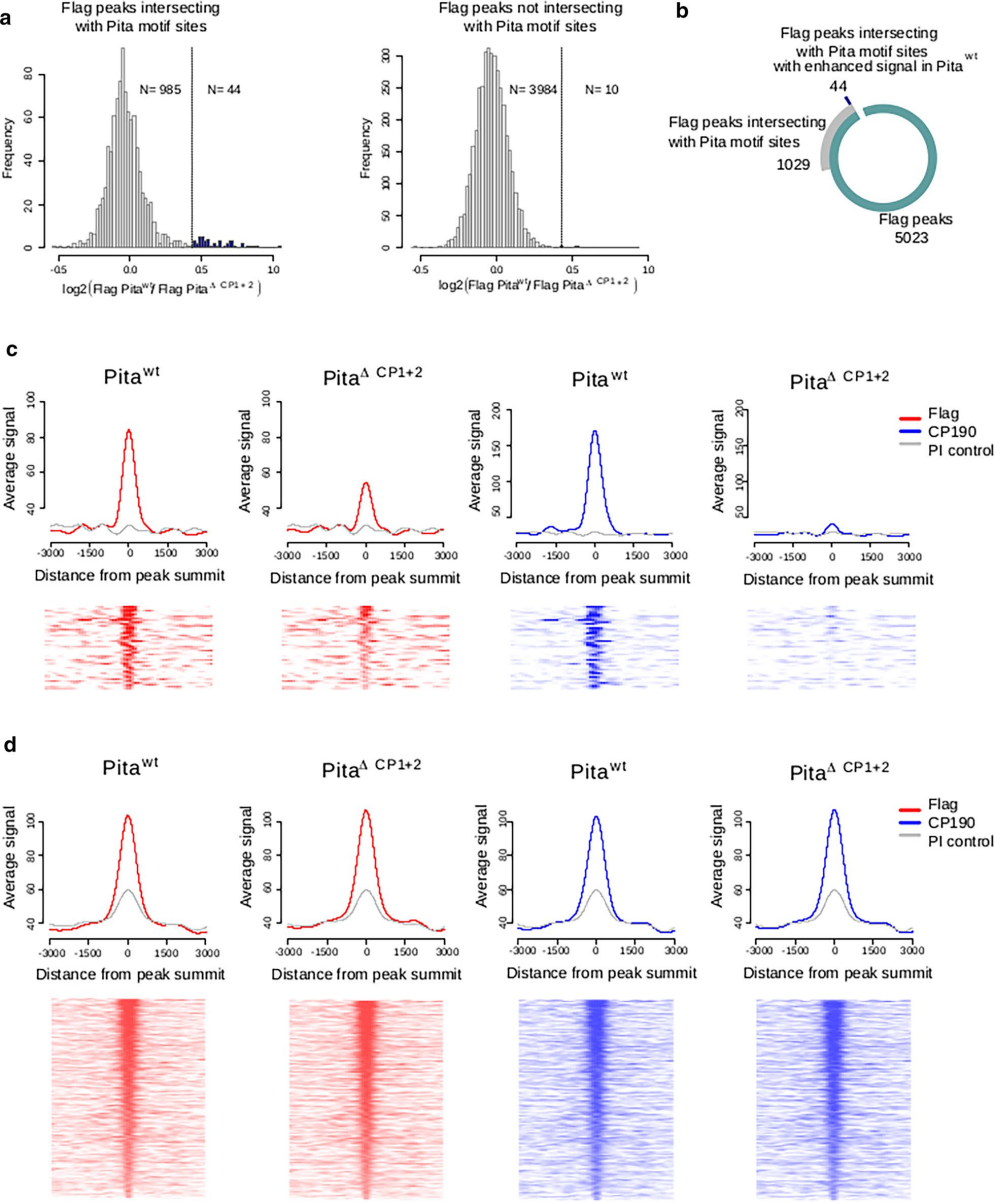
FLAG and CP190 ChIP-seq signal analysis for different sets of FLAG peaks. **a** The distribution of log fold changes between FLAG signals in Pita^*wt*^ and Pita^ΔCP1+2^ lines among the FLAG peaks that intersect (on the left) and do not intersect (on the right) with previously defined Pita motif sites [17] (see “Materials and methods”). Outliers of the distributions are colored in blue. Outlier peaks from the peak set that intersects with Pita motif sites (*N* = 44) were further analyzed as an independent peak set. **b** The numbers of peaks in the investigated peak sets. **c** Average signal (RPKM) (on the top) and signal heatmaps (on the bottom) for FLAG and CP190 signals among the FLAG peaks that intersect with Pita motif sites and demonstrate enhanced FLAG signal in Pita^wt^ (*N* = 44) (Group 1). On the heatmaps, the peaks are ranked according to the average FLAG signal in Pita^*wt*^ and Pita^ΔCP1+2^ lines. **d** Average signal (RPKM) (on the top) and signal heatmaps (on the bottom) for FLAG and CP190 signal among the FLAG peaks that intersect with Pita motif sites without enhanced FLAGlag signal in Pita^*wt*^ (*N* = 985) (Group 2). On the heatmaps, the peaks are ranked according to the average FLAG signal in Pita^*wt*^ and Pita^ΔCP1+2^ lines

All Pita peaks were divided into three groups. In group 1, we included Pita motif site peaks with at least a twofold decrease in the average signal for Pita^ΔCP1+2^ embryos compared with that in Pita^*wt*^ embryos (Fig. 3c). Group 2 consisted of peaks with Pita motif sites in which no significant changes in the FLAG signals were observed when comparing the results of Pita^*wt*^ and Pita^ΔCP1+2^ embryos (Fig. 3d). All FLAG peaks that did not intersect with a Pita motif were included in Group 3 (Additional file 2A).

Then we compared the CP190 signal in these three groups of peaks. CP190 binding falls extremely low among the sites in Group 1 (Fig. 3c), whereas no visible changes were observed for the sites from Groups 2 (Fig. 3d) and 3 (Additional file 2A). 

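CP190 peaks were counted at the shared FLAG peaks in each line. As no peak passed the Grubbs test on ranks, the 44 motif peaks with the largest fall in FLAG rank stand in for Group 1. Of these, 39 (88.6%, interval 76.0 to 95.0%) overlapped a CP190 peak in Pita wt, and 17 (38.6%, interval 25.7 to 53.4%) did so in Pita ΔCP1+2. In 23 of the 44 the CP190 peak of the Pita wt line had no counterpart in the mutant line. Since these peaks were chosen by their fall in FLAG rank and the ranks of FLAG and CP190 go together, they were set against peaks with a similar fall, a comparison added after the data were seen. In 10000 random lists of 44 peaks without a motif match, each drawn from the 20 peaks nearest in the FLAG normal scores of both lines, the number had a median of 2 and reached at most 11. The match was incomplete, as the mean fall was 1.44 normal scores in these lists and 1.78 in the 44 peaks. Among the other 509 motif peaks, 411 (80.7%) had a CP190 peak in Pita wt and 412 (80.9%) in Pita ΔCP1+2. These nearly equal numbers contain 53 peaks with CP190 in Pita wt only and 54 with CP190 in the mutant line only. Over all 553 motif peaks, 81.4% had a CP190 peak in Pita wt and 77.6% in the mutant line. With the 5000 strongest peaks of each CP190 list these shares were 69.4% and 58.8%, and with the motif threshold at 1e-05 they became 90.2% and 53.6%. Among the 4385 peaks without a motif match, corresponding to Group 3, the share was 74.9% (interval 73.6 to 76.2%) in Pita wt and 83.7% (interval 82.6 to 84.8%) in Pita ΔCP1+2. The CP190 list of the mutant line is the longer one, with 8429 peaks against 6586, and with the 5000 strongest peaks of each CP190 list the Group 3 shares were 62.7% and 66.2%.

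**Figure D2:**
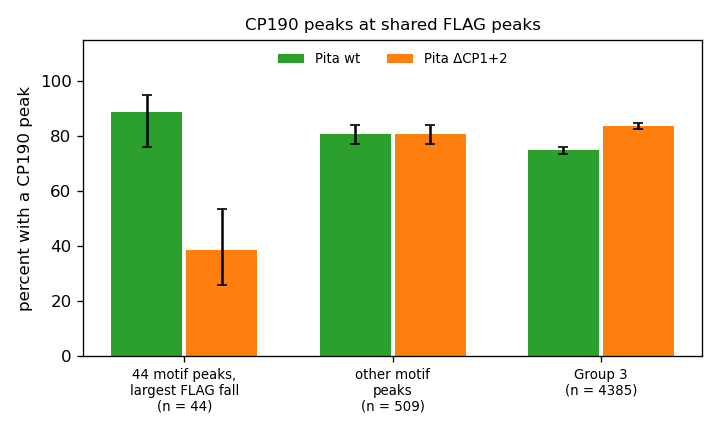
Percent of shared FLAG peaks that overlap a CP190 peak (y axis) in Pita wt and in Pita ΔCP1+2, for the 44 motif peaks with the largest fall in FLAG rank, the other 509 motif peaks and the 4385 Group 3 peaks. Error bars are 95% Wilson intervals over peaks. The share falls from 88.6% to 38.6% in the first set and stays near 81% in the second.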

The analysis of individual FLAG-binding sites showed that in Group 1 (Fig. 4a), in parallel with the twofold decrease in FLAG binding in Pita^ΔCP1+2^ compared with Pita^*wt*^, a significant decrease in CP190 binding occurred (Fig. 4b, top). 

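In the window of Fig. 4b between *bif* and *PhKgamma*, the FLAG peak of the Pita wt line extended from 11694875 to 11695595 on chromosome X (dm6), with its summit in an intergenic position 110 bp from the transcription start of *PhKgamma* (FBgn0011754). It ranked 8 of 6901 in the Pita wt FLAG list and 20 of 7365 in the mutant FLAG list. The CP190 peak at this place ranked 17 of 6586 in Pita wt, and the mutant CP190 list had no peak there. The best motif match was ACTTAGCAAGGACTTGATCCC on the minus strand at 11694978 to 11694998 (exact p of the score, 1.06e-06). In the window between *Rala* and *Tlk*, the FLAG peak of the Pita wt line extended from 3719401 to 3720184 on chromosome X, 178 bp from the transcription start of *Tlk* (FBgn0283657). It ranked 4 in Pita wt and 11 in the mutant line, whereas the CP190 peak ranked 3 in Pita wt and 205 of 8429 in the mutant line. The motif match was ACTTAGCGTGTGCACCAACCA on the minus strand at 3719863 to 3719883 (exact p of the score, 1.13e-07). The rank of both FLAG peaks thus fell by less than that of the CP190 peaks. Ranks hold no sizes and cannot show whether the FLAG signal fell 2-fold at these sites. The authors' fold enrichment of the FLAG peak near *PhKgamma* was 6.85 in Pita wt and 3.98 in the mutant line. For the FLAG peak near *Tlk* it was 7.85 and 4.95, in lists that are not on one scale. With 1 pooled list per antibody and line, these changes have no replicate check.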

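In the window at *Pomp* and *vari* on chromosome 2L (dm6), the Pita wt FLAG peak at 20787482 to 20788161 had its summit in a coding exon of *Pomp* (FBgn0032884) and ranked 5727 of 6901, and the mutant FLAG peak at 20787864 to 20788172 ranked 2418 of 7365. The CP190 peak of Pita wt at 20787174 to 20788177 ranked 133 of 6586, with its summit at 20787607 near a motif match, TTTTAGCTCGGTTTCAAACCA (exact p of the score, 1.15e-06). In the mutant line the CP190 peak ranked 3588 of 8429 and its summit lay at 20788017. In the window at *14-3-3zeta* and *Jra* on chromosome 2R, the Pita wt FLAG peak at 10101619 to 10101976, in an intron of *14-3-3zeta* (FBgn0004907), ranked 843, and that of the mutant line ranked 3606. Its CP190 peak ranked 90 in Pita wt and the mutant list had no CP190 peak in this window. Among the motif peaks, 76 of the 450 with a CP190 peak in Pita wt had none in the mutant line, and 55 had one in the mutant line only. Among the peaks without a motif match, 231 lost and 616 gained a CP190 peak, while 3055 had one in both lines. The strongest Pita wt CP190 peak among the motif peaks without a counterpart in the mutant line lay on chromosome 3L at 6549699 to 6551093, in an intergenic position 462 bp from the transcription start of *MCU* (FBgn0042185), with a rank of 7. Its FLAG peak ranked 7 in Pita wt and 180 in the mutant line. It was followed by a site on chromosome 3R at 10675127 to 10675780, nearest to *CG6465*, with a CP190 rank of 13, and by one on chromosome 3R at 25887911 to 25889137, 91 bp from the start of *Lnk*, with a CP190 rank of 14.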

At the same time, in Groups 2 (Fig. 4a) and 3 (Additional file 2B), on the background of stable FLAG binding, the partial weakening of CP190 binding was observed at several sites (Fig. 4b, bottom), although most sites demonstrated the maintenance of stable CP190 binding. We studied the co-localization of Pita binding sites with sites of other proteins (Additional file 3) that interact with CP190 [17, 25, 44–47]. About 40% of Pita + CP190 sites are also co-localized with sites for either of Su(Hw), Ibf1, Ibf2, Insv, ZIPIC, and dCTCF. Since many of DNA-binding proteins that interacted with CP190 have not yet been identified, we can predict the existence of additional DNA-binding proteins located close to the Pita binding sites, which are capable of attracting the CP190 protein through a similar mechanism, masking the effects of mutant Pita ^ΔCP1+2^.

**Fig. 4:**
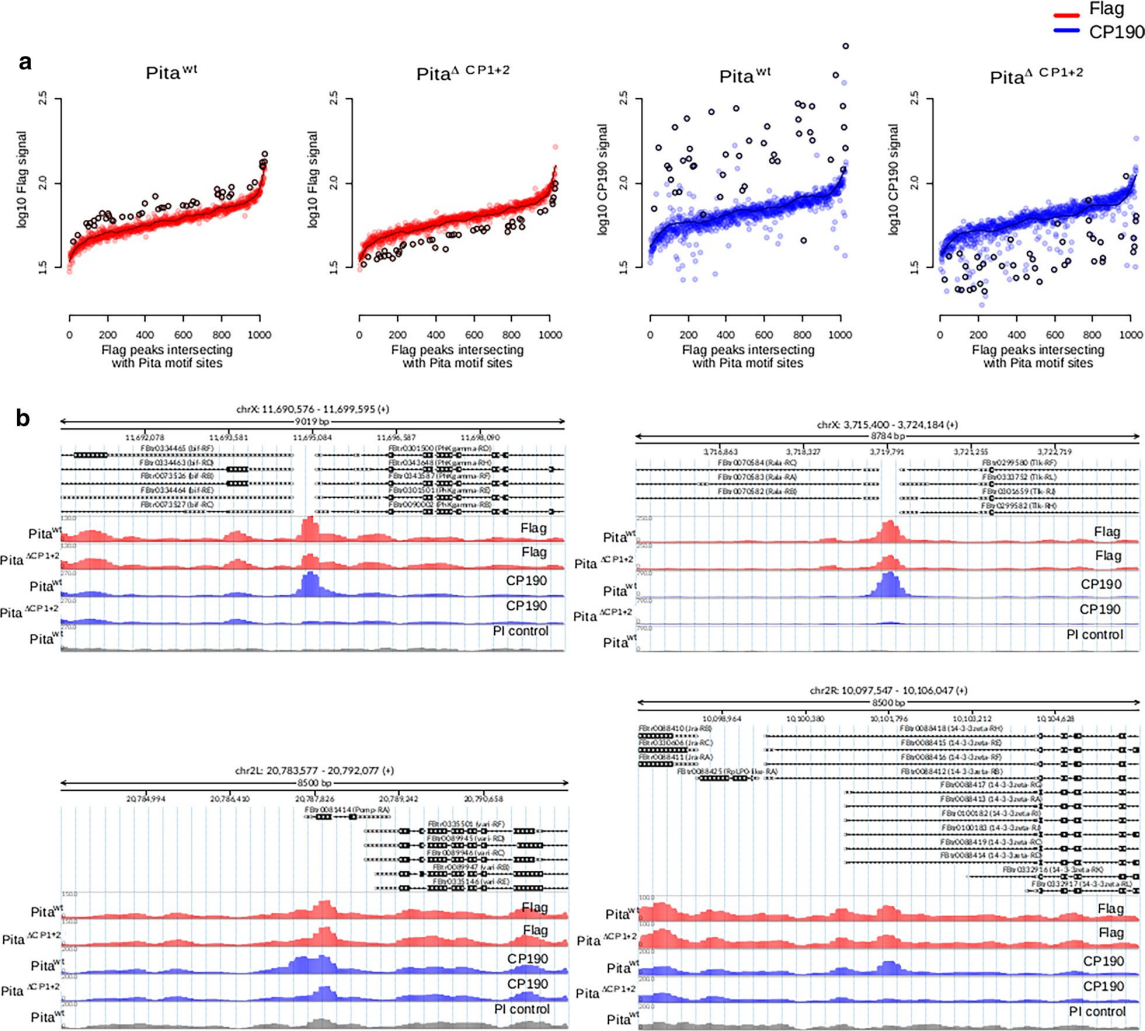
Flag and CP190 ChIP-seq signal depletion in the Pita^ΔCP1+2^ line. **a** Log_10_ of the average FLAG and CP190 signal (RPKM) in FLAG peaks that intersect with Pita motif sites (*N* = 1029), ranked according to the average FLAG signal in Pita^*wt*^ and Pita^ΔCP1+2^ lines. Peaks with enhanced FLAG signals in Pita^*wt*^ are marked with black circles (*N* = 44). The black line shows the average curve shape obtained in Pita^*wt*^ lines for FLAG and CP190 signals. **b** Examples of CP190 signal depletion in the Pita^ΔCP1+2^ line among FLAG peaks with and without FLAG signal depletion in the Pita^ΔCP1+2^ line (RPKM)

### CP190-interacting domains in Pita are critical for the formation of the interband region in larvae polytene chromosome

Pita binding sites are typically located in the promoter regions and interbands of *Drosophila* polytene chromosomes [17, 25]. Recent studies showed that the interbands of polytene chromosomes typically correspond to the promoter regions of broadly expressed housekeeping genes and display an “open” chromatin conformation [48, 49]. Interbands have been reported to be preferentially associated with the CP190 and Chromator (Chrom/Chriz) proteins [46, 50, 51].

Because the linker region (94–285 aa) of Pita recruits CP190, we explored whether the linker region was sufficient for the organization of open chromatin. To address this question, we used a previously established model system based on *Drosophila* polytene chromosomes [52]. In this model, 14 GAL4 binding sites were inserted into the silent region 10A1-2. The *pita* gene region encoding the linker (94–285 aa) was fused in-frame with the DNA-binding domain of the yeast protein GAL4 (GAL4DBD), under the control of the hsp70 promoter. The expression vector was inserted into the 51C region on the second chromosome, using the φC31-based integration system [43]. The 10A1-2 insertion was combined with the hsp70_Pita[94–295]GAL4DBD construct. To express the chimeric protein, flies were maintained at 29 °C from the embryonic to pupal stages, as described in [52].

We used a previously described transgenic line [52], which expresses the GAL4 binding region under the control of the hsp70 promoter (G4(DBD)), as a negative control. In this line, the G4(DBD) is recruited to the 10A1-2 region, but does not change the polytene organization and fails to recruit CP190 (Fig. 5 a). The expression of Pita[94–295] (G4(DBD)Pita) gave rise to a prominently decondensed zone on the edge of 10A1-2 that split away from a distal part of the 10A1-2 band (Fig. 5 a). Thus, the recruitment of Pita[94–295] to the GAL4 sites was sufficient for interband formation. On polytene chromosomes, CP190 and Chriz co-localized with the decondensed region, suggesting that both proteins were recruited to the GAL4 sites by the Pita linker. As controls, we used the same model system to test Pita linkers featuring the deletion of either the 13 aa core (Pita[94–295]^ΔCP1^) or CP190-binding regions (Pita[94–295]^ΔCP1+2^) (Fig. 5b). For both deletions, we did not observe the formation of decondensed regions and or the recruitment of the CP190 and Chriz proteins. These results confirmed the role played by the 220–232 aa core region of Pita in the recruitment of CP190 and Chriz proteins and in chromatin opening.

**Fig. 5:**
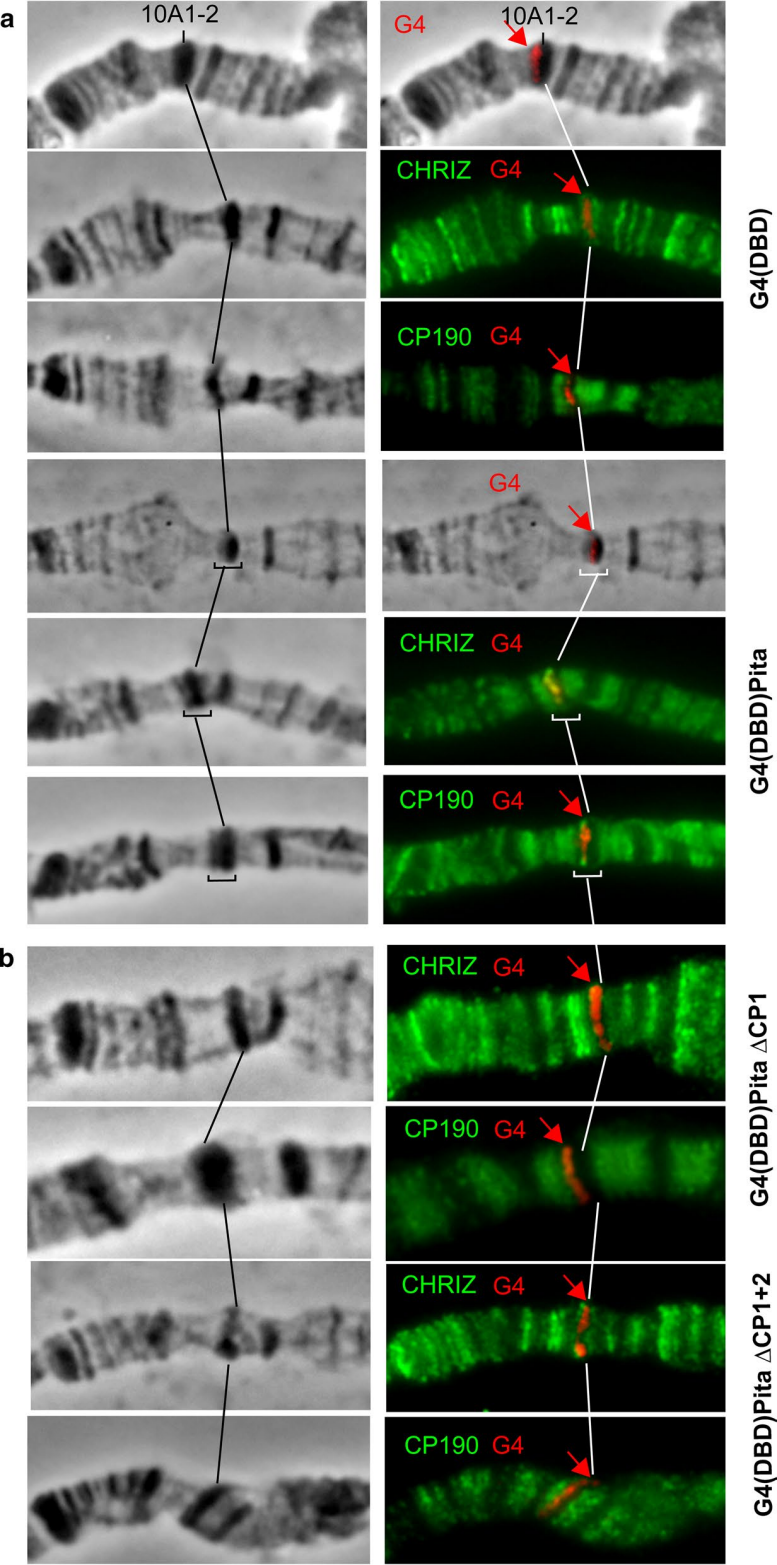
Testing the role played by the CP190-binding region of Pita to induce an “open” chromatin structure on a polytene chromosome model. The left panel demonstrates the polytene chromosomes in phase contrast. The right panel is an overlay of phase contrast and immunostaining with antibodies against to Gal4 (red), Chriz (green), and CP190 (green). **a** Targeting the 94–285 aa Pita region (Pita) fused with the GAL4 DNA-binding region (GAL4DBD) to the 16 GAL4 binding sites in the 10A1-2 disc. At the top, the recruitment of GAL4DBD did not induce the formation of the interband in the 10A1-2 band (negative control). At the bottom, the recruitment of the 94–285 aa Pita region fused with GAL4DBD (G4(DBD)Pita) resulted in interband formation inside the band, and Chriz and CP190 proteins are detected in the decompacted area (shown in brackets and arrows). **b** The recruitment of chimeric proteins featuring the deletion of CP1 (G4(DBD)Pita^ΔCP1^) or CP1 + CP2 (G4(DBD)Pita^ΔCP1+2^) regions to the 10A1-2 did not induce interband formation inside the disc. The absence of CP190 and Chriz protein recruitment was detected simultaneously with the presence of a signal for Gal4 at the compact disk structure (red arrow)

### The deletion of the CP190-interacting domain in Pita affects the boundary functions of multimerized Pita sites in vivo

To test the functional role of the Pita-CP190 interaction in insulation, we used a model system (Fig. 6a) based on a transgenic line in which the *Fab-7* boundary has been replaced with five Pita binding sites (Pita^×5^) [19, 53]. The *Fab-7* boundary blocks cross-talk between the *iab-6* and *iab-7* regulatory domains, which, respectively, stimulate lower levels of *Abd-B* transcription in PS11 and higher levels in PS12 [31]. In *wt* cells in the A6 (PS11) and A7 (PS12), the abdominal segments have different fates in adult males. The A6 cells form distinct cuticular structures (tergites and sternites) and the internal tissues of the abdominal segment, whereas the A7 cells are lost during metamorphosis (Fig. 6b). In the absence of a boundary between these two domains (*Fab-7*^*attP50*^ mutant males), *iab-7* is ectopically activated in all A6 (PS11) cells, and they assume an A7 (PS12) identity. These males lack both the A6 and A7 segments (Fig. 6b). The insertion of the Pita^×5^ sites blocks the cross-talk between the *iab-6* and *iab-7* domains but does not allow for communications between the *iab-6* enhancers and the *Abd-B* promoter. As a result, the *iab-5* enhancers stimulate the *Abd-B* transcription in A6, which results in the conversion of the A6 segment into one that resembles the A5 segment (Fig. 6b). Decreasing the protein level by half due to the introduction of the Pita mutation leads to the loss of the insulating function of the Pita^×5^ boundary in some cells, which is reflected by the reduction and deformation of the A6 sternite (Fig. 6b).

**Fig. 6:**
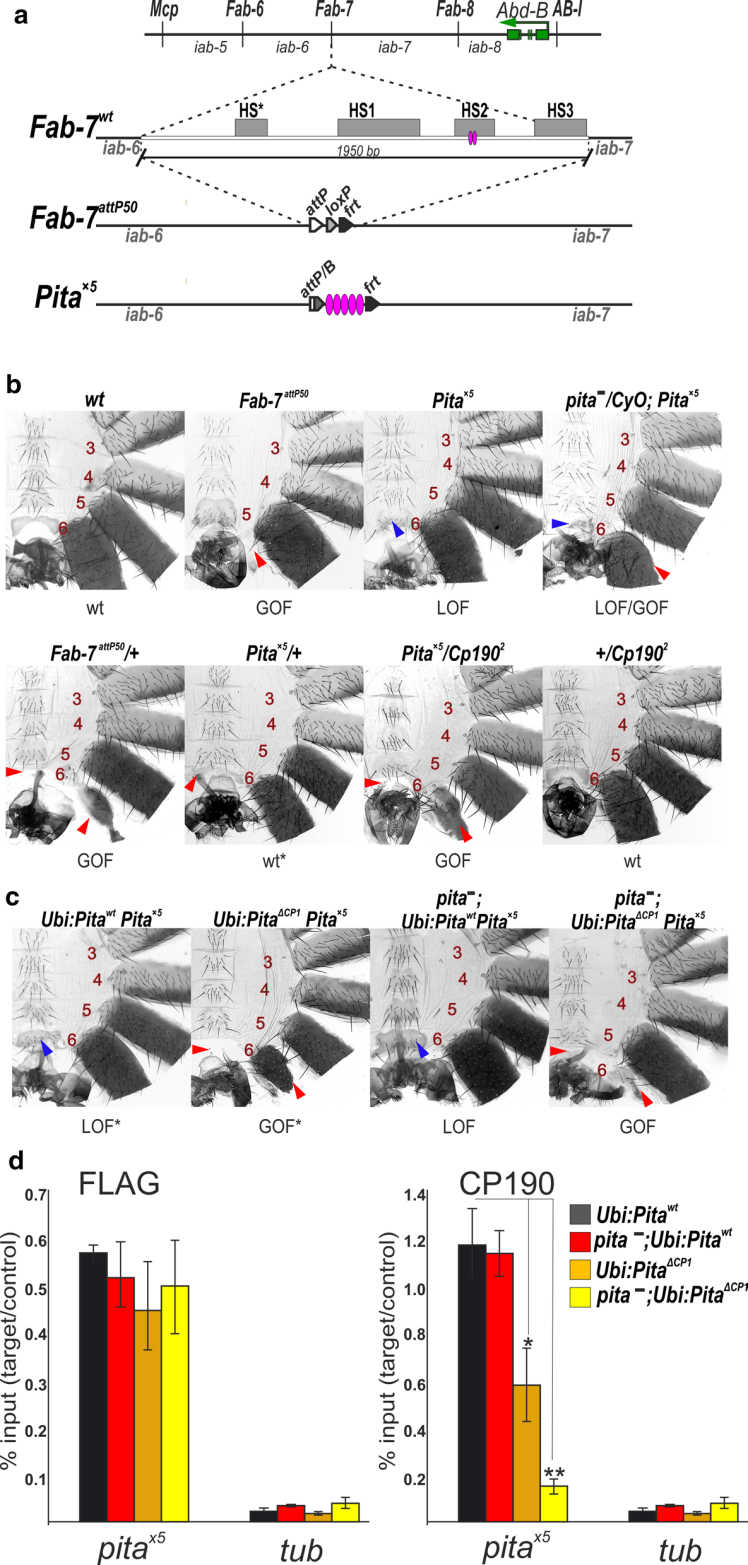
CP190 is required for Pita boundary activity. **a** A schematic showing the regulatory regions of the *Abd-B* gene. The green arrow indicates the *Abd-B* gene. The *iab*-domains (*iab-5–iab-8*) are separated by boundaries (*Mcp*, *Fab-6*, *Fab-7*, and *Fab-8*) that are shown by vertical black bars. Below, a schematic representation of the *Fab-7* boundary replacements at the *Fab-7*^*attP50*^ deletion. The HS*, HS1, HS2, and HS3 hypersensitive sites are indicated as grey boxes. The *Fab-7*^*attP50*^ deletion contains an *attP* site for transgene integration and *lox*- and *frt*-sites for the excision of the reporter genes and plasmid sequences. **b** The morphologies of abdominal segments (numbered) in males carrying different combinations of mutations. The red arrows show the signs of a gain-of-function (GOF) phenotype (transformation of the A6 segment into a copy of A7). The blue arrows show the signs of a loss-of-function (LOF) transformation (transformation of the A6 segment into a copy of A5) that is directly correlated with the boundary functions of tested DNA fragments. In *Fab-7*^*attP50*^ males, A6 transforms into A7 (GOF), which leads to the absence of a corresponding segment. In *wt* males, the A5 sternite has a quadrangular shape and is covered with bristles, whereas the A6 sternite has a distinctly concave, elongated shape and lacks bristles. In *Pita*^×*5*^ males, the A6 segment is transformed into a copy of A5: both sternites have a quadrangular shape and are covered with bristles. *pita*^*−*^/*CyO* and *pita*^*−*^ indicate *pita*^*k05606*^/*CyO* and *pita*^*02132*^/*pita*^*k05606*^, respectively. **c** Morphologies of the abdominal segments (numbered) in *Pita*^×*5*^ males expressing *Ubi:Pita*^*wt*^ or *Ubi:Pita*^*ΔCP1*^ in the *wild-type* or *pita*^*−*^ (*pita*^*02132*^/*pita*^*k05606*^) background. **d** Compared with the binding of FLAG-Pita and CP190, the binding region in males expressing *Ubi:Pita*^*wt*^ or *Ubi:Pita*^*ΔCP1*^ were assessed in the wild-type or *pita*^*−*^ background. Histograms show ChIP enrichments at the Pita^×5^ region on chromatin isolated from males expressing different variants (*wt* and lacking the CP190-binding region) of Pita protein. The results are presented as a percentage of input genomic DNA, normalized to the corresponding positive autosomal genome region at the 100C cytological locus. Error bars show standard deviations of triplicate PCR measurements for two independent experiments. Asterisks indicate significance levels: *p < 0.05, **p < 0.01

Heterozygous *Pita*^×*5*^/+ males display a very weak A6 → A5 transformation, suggesting that Pita^×5^ can block the cross-talk between the *iab-6* and *iab-7* regulatory domains (Fig. 6b). However, *Pita*^×*5*^/+ males that also carry heterozygous null mutations in the *Cp190* gene, *Cp190*^2^*/*+ *or Cp190*^3^/+ [54], display the partial transformation of A6 into a copy of A7 (Fig. 6b). The equally high sensitivity to mutations in the *Cp190* and *pita* genes suggests that CP190 acts as a key factor in the organization of the Pita-mediated boundary.

Next, we combined one copy of the *Ubi-Pita*^*wt*^ or *Ubi-Pita*^ΔCP1^ with *Pita*^×*5*^ (Fig. 6c). In contrast with Pita^*wt*^-FLAG, the overexpression of Pita^ΔCP1^-FLAG led to a partial transformation of A6 towards A7 (Fig. 6c). To test changes in the binding of Pita variants and CP190 with the *Pita*^×*5*^ region, we used the quantitative analysis of ChIP (ChIP-qPCR) performed in extracts obtained from adult 3-day-old males (Fig. 6d). Anti-FLAG antibodies were used to test the over-expressed Pita variants. The ChIP study showed that Pita^wt^-FLAG and Pita^ΔCP1^-FLAG bound with similar efficiency to the *Pita*^×*5*^ region. In contrast, the binding of CP190 to the *Pita*^×*5*^ region was reduced in a transgenic line expressing Pita^ΔCP1^. Thus, boundary activity mediated by Pita^×5^ was closely correlated with the efficiency of attracting CP190 to this region.

To directly demonstrate the role played by the CP190–Pita interaction during boundary activity, we constructed transgenic lines homozygous for Pita^×5^ and either the *Ubi-Pita*^*wt*^ or *Ubi-Pita*^ΔCP1^ transgenes in the *pita*^*02132*^/*pita*^*k05606*^ background. Pita^*wt*^ supported the boundary activity of the *Pita*^×*5*^ region (Fig. 6c). In contrast, the expression of Pita^ΔCP1^ led to an almost complete loss of boundary activity for the Pita^×5^ region (the absence of the A6 segment). In the ChIP analysis, Pita^wt^-FLAG and Pita^ΔCP1^-FLAG both bound to the *Pita*^×*5*^ region with similar efficiencies (Fig. 6d). CP190 was only observed at the Pita^×5^ sites in the transgenic line expressing Pita^*wt*^. These results confirmed that the 13 aa core is essential for the binding between CP190 and the Pita sites and that CP190 is essential for the boundary activity of Pita.

## Discussion

In this study, we mapped the regions of the Pita and CP190 proteins that are involved in their interaction. The interaction primarily occurs between the 13 aa core (CP1) of Pita and the BTB domain of CP190. The Pita 114–164 aa (CP2) region plays only an auxiliary role in the interaction, which might stabilize the CP190–Pita complex on chromatin. The knockdown of CP190 in *Drosophila* cell lines was previously found to affect Su(Hw) binding but not dCTCF binding [46]. Here, we demonstrated that the interaction with CP190 is required only for the binding of Pita to a small region of the chromatin site. We did not observe any differences in the binding of Pita^*wt*^ and Pita^ΔCP1^ to the Pita^×5^ sites. Moreover, the mutant protein can effectively compete with the wild-type analog to bind with the Pita^×5^ sites.

In polytene chromosomes, interbands appear as decondensed regions that coincide with the promoters of housekeeping genes and TAD boundaries [50, 52, 55–57]. The constant decondensation of interband regions is a consequence of nucleosome destabilization, the appearance of open chromatin sites, and the binding of transcription factors. Here, we demonstrated that the 13 aa region (CP1) of the Pita 94–295 aa linker is critical for the efficient recruitment of CP190 to the 14 GAL4 binding sites located in the condensed region of the 10A1-2 band. The recruitment of CP190 induces the decondensation of the region and the formation of the new interband. We found that CP190 can recruit the Chromator (Chrom/Chriz) protein, which is associated with all interband of polytene chromosomes [50, 51]. Currently, the role played by Chriz during chromatin organization is unknown; however, Chriz and CP190 may be involved in the recruitment of complexes participated in nucleosome remodeling and chromatin modifications. For example, experimental evidence has suggested that CP190 is involved in the recruitment of nucleosome remodeling factor (NURF), the Spt–Ada–Gcn5–acetyltransferase (SAGA) complex, the dimerization partner, RB-like, E2F, and multi-vulval class B (dREAM) complex, and the histone methyltransferase dMes4 [58–62]. Further study remains necessary to understand the role played by CP190 in the recruitment of different complexes involved in the organization of open transcriptionally active chromatin.

The architectural proteins Pita, Su(Hw), and dCTCF are involved in organization of boundaries/insulators in the BX-C [20]. When placed in the context of *Fab-7*, multimerized Pita-binding sites insulate the interaction between the active *iab-6* regulatory domain and the inactive *iab-7* regulatory domain, blocking thereby the premature activation of the *iab-7* domain in the A12 parasegment.

Our results showed that even the partial reduction of CP190 recruitment strongly affected the boundary activities of the Pita sites, suggesting a critical role played by CP190 in Pita-mediated insulation. The mechanism associated with CP190-dependent insulation remains unknown. CP190 might be involved in the formation of chromatin loops via interactions with Chriz [63]. Alternatively, CP190, Chriz, or other proteins recruited to the Pita sites may directly interfere with the ability of the initiators to interact functionally. Direct protein–protein interactions may be used to block the active signals from the *iab-6* to *iab-7* domain. Further research is needed to address this issue.

Although almost complete inactivation of Pita leads to lethality at the larval stage, the mutant Pita^ΔCP1^ and Pita^ΔCP1+2^ proteins, which failed to interact with CP190, had no discernable effects on fly viability. Thus, interactions with CP190 are not critical for the primary function of Pita during transcriptional regulation. The Pita mutants that lack the ability to recruit CP190 remained capable of binding DNA efficiently and support specific distance interactions through the ZAD domain, which is capable of homodimerization. Our recent model suggested that regulatory elements contain different combinations of binding sites for architectural proteins [21]. For example, Pita and dCTCF sites form the *Mcp* boundary between the *iab* domains that are involved in the regulation of the *abd-A* and *Abd-B* genes [19, 64]. The binding of dCTCF to *Mcp* is highly dependent on the presence of the Pita site, suggesting that Pita may function to assist the binding of other architectural proteins to regulatory elements. The inability of Pita to interact with CP190 is likely compensated by other architectural proteins that cooperate with Pita in the organization of the same regulatory regions. Indeed, we observed that CP190 still binds to most genomic sites associated with the Pita^ΔCP1+2^ protein in embryos. 

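Of the 7365 FLAG peaks of the Pita ΔCP1+2 line, 5415 (73.5%, interval 72.5 to 74.5%) overlapped a CP190 peak of the same line. In the Pita wt line, 4502 of the 6901 FLAG peaks (65.2%, interval 64.1 to 66.4%) did so. Random shifts along the chromosomes gave 6.31% and 4.90% on average, but they leave out the preimmune control that the lists share. In simulated unchanged libraries against 1 shared control, with lists as long as those of Pita wt, the overlap was at most 4.36% with the same true rate everywhere. With a CV of the true rate of 2 between places it reached 33.9% with a control as deep as the ChIP libraries, 55.8% with one of 0.25 of that depth and 69.5% with one of 0.1 of that depth. The depth of the control was not analysed here, nor was the variation of the true rate, so how much of these shares comes from such variation that the shared control leaves uncorrected is open. With the 5000 strongest peaks of each list the shares were 66.3% in the mutant line and 64.2% in Pita wt, so that most of the difference between the lines was absent at equal list lengths.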

In many cases, these sites are associated with proteins that are known to be able to recruit CP190 [18, 25, 39, 40, 45, 65–67]. Such functional redundancy creates a stable and reliable architecture of regulatory elements, which is necessary for the correct regulation of genes during development.

## Materials and methods

### Pull-down assay

GST-pull-down was performed with immobilized glutathione Agarose (Pierce) in buffer C (20 mM Tris–HCl, pH 7.5; 150 mM NaCl, 10 mM MgCl_2_, 0.1 mM ZnCl_2_, 0.1% NP40, 10% (w/w) glycerol). BL21 cells co-transformed with plasmids expressing GST-fused derivatives of Pita and 6×His-thioredoxin-fused CP190[1–126] were grown in LB media to an A600 of 1.0 at 37 °C and then induced with 1 mM IPTG at 18 °C overnight. ZnCl_2_ was added to final concentration 100 μM before induction. Cells were disrupted by sonication in 1 mL of buffer C, after centrifugation lysate was applied to pre-equilibrated resin for 10 min at + 4 °C; after that, resin was washed four times with 1 mL of buffer C containing 500 mM NaCl, and bound proteins were eluted with 50 mM reduced glutathione, 100 mM Tris, pH 8.0, 100 mM NaCl for 15 min. 6×His-pulldown was performed similarly with Zn-IDA resin (Cube Biotech) in buffer A (30 mM HEPES–KOH pH 7.5, 400 mM NaCl, 5 mM β-mercaptoethanol, 5% glycerol, 0.1% NP40, 10 mM imidazole) containing 1 mM PMSF and Calbiochem Complete Protease Inhibitor Cocktail VII (5 μL/mL), washed with buffer A containing 30 mM imidazole, and proteins were eluted with buffer B containing 250 mM imidazole (20 min at + 4 °C).

### Plasmid construction

For in vitro experiments, protein fragments were either PCR-amplified using corresponding primers, or digested from Pita or CP190 cDNA and subcloned into pGEX-4T1 (GE Healthcare) or into a vector derived from pACYC and pET28a(+) (Novagen) bearing p15A replication origin, Kanamycin resistance gene, and pET28a(+) MCS.

To express 3×FLAG-tagged Pita and CP190 in the S2 cells, protein-coding sequences were subcloned into the pAc5.1 plasmid (Life Technologies). Different full-sized variants of Pita were fused with 3×FLAG and cloned into an expression vector. This vector contains *attB* site for φC31-mediated recombination, *Ubi-p63E* promoter with its 5′UTR, 3′UTR with SV40 polyadenylation signal, intron-less *yellow* gene as a reporter for detection of transformants. Details of the cloning procedures, primers, and plasmids used for plasmid construction are available upon request.

### Co-immunoprecipitation assay

*Drosophila* S2 cells were grown in SFX medium (HyClone) at 25 °C. S2 cells grown in SFX medium were co-transfected by 3×FLAG-Pita (wild-type and with deletion of CP190-interacting region) and CP190 plasmids with Cellfectin II (Life Technologies), as recommended by the manufacturer. Protein extraction and co-immunoprecipitation procedure were performed as described in [17]. Anti-CP190 antibodies and rat IgG were used for co-immunoprecipitations. The results were analyzed by Western blotting. Proteins were detected using the ECL Plus Western Blotting substrate (Pierce) with anti-FLAG and anti-CP190 antibodies.

### Fly crosses and transgenic lines

*Drosophila* strains were grown at 25 °C under standard culture conditions. The transgenic constructs were injected into preblastoderm embryos using the φC31-mediated site-specific integration system at locus 86Fb [43]. The emerging adults were crossed with the *y ac w*^*1118*^ flies, and the progeny carrying the transgene in the 86Fb region were identified by *y*^+^ pigmented cuticle. Details of the crosses and primers used for genetic analysis are available upon request.

### Fly extract preparation

20 adult flies were homogenized with a pestle in 200 μL of 1×PBS containing 1% β-mercaptoethanol, 10 mM PMSF, and 1:100 Calbiochem Complete Protease Inhibitor Cocktail VII. Suspension was sonicated 3 times for 5 s at 5 W. Then, 200 μL of 4×SDS-PAGE sample buffer was added and mixture was incubated for 10 min at 100 °C and centrifuged at 16,000×*g* for 10 min.

### RNA isolation and real-time PCR

Total RNA was isolated using the TRI reagent (Molecular Research Center, United States) according to the manufacturer’s instructions from larva, pupa and adult flies. RNA was treated with two units of Turbo DNase I (Ambion) for 30 min at 37 °C to eliminate genomic DNA. The synthesis of cDNA was performed using 2 µg of RNA, PrimeScript reverse transcriptase (Takara), and oligo(dT) as a primer. The amounts of specific cDNA fragments were quantified by real-time PCR. At least three independent measurements were made for each RNA sample. Relative levels of mRNA expression were calculated in the linear amplification range by calibration to a standard genomic DNA curve to account for differences in primer efficiencies. Individual expression values were normalized with reference to RpL32 mRNA.

The sequences of primers used in this work:

- 1 (pita ORF)—5′-gccacattgccactatca-3′ and 5′-ctgaacaagtcctcgattagg-3′;
- 2 (pita 3′UTR)—5′-aaaggccttcggttaaagg-3′ and 5′-agtgcatccgtgcttatg-3′;
- RpL32—5′-gttcgatccgtaaccgatgt-3′ and 5′-ccagtcggatcgatatgctaa-3’.

### Immunostaining of polytene chromosomes

Salivary glands were dissected from third-instar larvae reared at 29 °C. Polytene chromosome staining was performed as described [52]. The following primary antibodies were used: rabbit anti-CP190 (1:150), rabbit anti-Chriz (1:600). 3–4 independent staining, and 4–5 samples of polytene chromosomes were performed with each Pita-expressing transgenic line.

### ChIP-qPCR analysis

Chromatin for subsequent immunoprecipitations was prepared from adult flies as described in [25] with some modifications. Aliquots of chromatin were incubated with mouse anti-FLAG (1:200), rat anti-CP190 (1:500) antibodies or with nonspecific IgG purified from mouse and rat (control). At least two independent biological replicas were made for each chromatin sample. The enrichment of specific DNA fragments was analyzed by real-time PCR using a QuantStudio 3 Cycler (Applied Biosystems). The results of chromatin immunoprecipitation are presented as a percentage of input genomic DNA after triplicate PCR measurements. The *tub* coding region (devoid of binding sites for the test proteins) was used as a negative control; *100C* region was used as positive control. The sequences of used primers are available on request.

### ChIP-Seq analysis

Embryo collection and ChIP were performed as previously described [68]. Briefly, embryos were collected at 8–16 h and fixed with formaldehyde. Chromatin was precipitated with mouse anti-FLAG (1:100), anti-CP190 (1:200) antibodies, or with nonspecific mouse IgG. The ChIP-seq libraries were prepared with NEBNext® Ultra™ II DNA Library Prep kit, as described in the manufacturer’s instructions. Amplified libraries were quantified using fluorometry with DS-11 (DeNovix, United States) and Bioanalyzer 2100 (Agilent, United States). Diluted libraries were clustered on a pair-read flowcell and sequenced using a NovaSeq 6000 system (Illumina, United States). Raw and processed data were deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE160007 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160007).

ChIP-seq analysis was performed for 4 samples (FLAG and CP190 in Pita^*wt*^ and Pita^ΔCP1+2^ lines); two biological replicates were obtained for each sample. Paired-end sequencing technology was applied, with an average read length of 101. Adapters, poly-N, and poly-A read ends were removed using cutadapt software [69]. Cutadapt was also used to trim low-quality ends (quality threshold was set to 20 and reads with lengths less than 20 bp after trimming were discarded). The remaining reads were aligned against version dm6 of the *Drosophila melanogaster* genome using Bowtie version 2 [70]. Only reads that aligned concordantly exactly one time were passed for further analysis. The average insert size between mates was 156 bps. After alignment, read duplicates were removed using the Picard MarkDuplicates function (http://broadinstitute.github.io/picard/). Peaks that overlapped with blacklist regions were discarded (blacklist regions were previously converted from the dm3 to the constructed dm6 genome (https://sites.google.com/site/anshulkundaje/projects/blacklists). Peak calling was performed using MACS version 2 against a preimmune control [71], in paired-end mode (option format = BAMPE). Peaks with p-values less than 1 × 10^–2^ were passed to the irreproducible (IDR) pipeline to assess the reproducibility of ChIP-seq replicates (https://sites.google.com/site/anshulkundaje/projects/idr). All samples showed ideal or acceptable reproducibility status with a 0.05 IDR, *p*-value threshold [both the Rescue Ratio (RR) and the Self-consistency Ratio (SR) was less than 2, see Additional file 4)] (https://www.encodeproject.org/data-standards/terms/#concordance). An optimal set of reproduced peaks was chosen for each sample for further analysis. 

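The 4 lists used here held 6901 FLAG and 6586 CP190 peaks in Pita wt, and 7365 FLAG and 8429 CP190 peaks in Pita ΔCP1+2. The self-consistency ratios in Additional file 4 are 2.66 for FLAG and 2.41 for CP190 in Pita wt, and 1.10 and 1.05 in Pita ΔCP1+2. The median peak width as deposited lay between 497 and 547 bp. The authors' median fold enrichment over the preimmune sample was 2.13 in the Pita wt FLAG list, 2.02 in the mutant FLAG list, and 2.07 in both CP190 lists. Between 18 and 28 peaks per list lay on scaffolds outside the assembled chromosomes, and these were counted as having no motif match.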

To ensure the comparability of signals in defined peaks comparable, the peak boundaries were defined as ± 250 bp from the peak summit for all further analyses. ChIP-seq coverage tracks (BedGraph) were obtained using deepTools [72], bamCoverage function with bin-width 100 bp, and the normalization of and reads per kilobase of transcript, per million mapped reads (RPKM).

To investigate the changes in CP190 and FLAG binding activity after Pita modifications, their ChIP-seq signal values were estimated in the set of FLAG peaks reproduced in Pita^*wt*^ and Pita^ΔCP1+2^ lines. To address the non-specificity of FLAG binding, this peak set was additionally divided according to the Pita motif appearance in the region ± 250 bp from the peak boundaries. The peaks intersecting with the Pita motif site were defined using SPRy-SARUS software (https://github.com/autosome-ru/sarus), with 10^–4^ *p*-value threshold. PWM (Additional file 5) was obtained by re-analysis of previously published data [17]: peak calling was performed as described above and then PWM was identified with ChIPMunk [73]. Additionally, from the peak set that intersects with Pita motif sites, we selected a number of peaks for which we observed enhanced signals in Pita^*wt*^ lines compared to Pita^ΔCP1+2^ lines. The peaks containing enhanced signals were identified by applying the Grubbs outlier detection method to the distribution of log fold change values between the FLAG signals in Pita^*wt*^ and Pita^ΔCP1+2^ lines: log_2_(Flag Pita^wt^/Flag Pita^ΔCP1+2^). The Grubbs method for one outlier was iteratively applied, while the *p*-value for the detected upper outlier was less than 0.05 (http://ftp.uni-bayreuth.de/math/statlib/R/CRAN/doc/packages/outliers.pdf).

Further analysis was performed in R version 3.6.3 [74]. Co-localization analysis was performed using ChIPpeakAnno package version 3.20.1 [75]. Average signal calculation and heatmaps were constructed with the use of ChIPseeker package version 1.22.1 [76]. Genomic tracks were visualized by applying svist4get software [77].

## Supplementary Information

**Additional file 1.** Characterization of the *pita* mutants. **A** Schematic representation of *pita* gene showing the localization of P-element insertions in the *pita*^*02132*^ and *pita*^*k05606*^ mutations. The positions of the nucleotide base pairs are given in the top of panel. The *pita* coding region is indicated by yellow boxes. The 5′ and 3′UTRs are shown with grey boxes. The introns are indicated by lines. The P{lacw}Dcp-1[k05606] and P{PZ}Dcp-1[02132] insertions are indicated by triangles. Schemes of inserted constructs are shown at the bottom of the panel. Red arrows with “1” and “2” labels show the positions of primers used for quantitative analysis. **B** Histogram shows the relative amount of *pita* mRNAs extracted from larva, pupa, adult in *y*^*1*^*w*^*1*^ and *pita*^*02132*^*/pitak*^*05606*^; *Ubi-Pita*^*wt*^ (pita-; Ubi-Pita^wt^) fly lines. “1” is a region from the ORF of *pita* mRNA that is present in the endogenous *pita* gene and *Ubi-Pita*^*wt*^ construct. “2” is a region from 3′UTR of *pita* mRNA that is present only in the endogenous *pita* gene. The real-time PCR shows that the endogenous *pita* gene is expressed in the *y*^*1*^*w*^*1*^ but not in *pita*^*02132*^*/pitak*^*05606*^; *Ubi-Pita*^*wt*^ (pita-; Ubi-Pita^wt^) line.

**Additional file 2.** FLAG and CP190 ChIP-seq signal analysis among the FLAG peaks that did not intersect with Pita motif sites. **A** Average signal (RPKM) (on the top) and signal heatmaps (on the bottom) for FLAG and CP190 signals among the FLAG peaks that do not intersect with Pita motif sites (*N* = 3994) (Group 3). Heatmaps show the peaks ranked according to the average FLAG signal in Pita^*wt*^ and Pita^ΔCP1+2^. **B** Log_10_ of the average FLAG and CP190 signal (RPKM) among FLAG peaks that do not intersect with Pita motif sites (*N* = 3994), ranked according to the average FLAG signal in Pita^*wt*^ and Pita^ΔCP1+2^ lines. The black lines show the average curve shape obtained in Pita^*wt*^ lines for the FLAG and CP190 signals.

**Additional file 3.** Co-localization of Pita with other DNA-binding proteins that interact with CP190. 

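From the peak lists, 450 of the 553 shared FLAG peaks with a motif match (81.4%, interval 77.9 to 84.4%) overlapped a CP190 peak of the Pita wt line and 103 did not. The paper's numbers in Additional file 3 are 869 with CP190 and 160 without. Peaks of the other proteins in that table were not analysed here.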

The table shows the total number of Pita + CP190 and Pita only peaks detected in the *Pita*^*wt*^ line. These two groups of peaks were tested for co-localization with the dCTCF, Su(Hw), ZIPIC, Ibf1, Ibf2, and Insv peaks obtained from [17, 44–47].

**Additional file 4.** Reproducibility of Chip-seq experiments according to IDR pipeline.

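The matrix gives 1 row per position of the motif and 1 weight per base, and the score of a word is the sum of its weights. A p-value is attached to a score as the share of random words of equal base frequencies that score at least as high. For this matrix the threshold of 0.0001 corresponds to a score of 7.05, a p-value of 1e-06 to 12.5, and the best word scores 19.1. As 960 words are scored per window over both strands, a window can hold a match at 0.0001 without being a binding site.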

**Additional file 5.** PWM of Pita motif obtained using previously published data [17].

## Data Availability

All data generated or analyzed during this study are included in this published article and its Additional files. Raw and processed data of ChIP-seq analysis were deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE160007.

# Supplementary material for: Mechanism and functional role of the interaction between CP190 and the architectural protein Pita in Drosophila melanogaster
**Source:** Epigenetics Chromatin. 2021 Mar 22;14:16. doi: 10.1186/s13072-021-00391-x
**Supplement:** Supplementary file 3 — Additional file 3. Co-localization of Pita with other DNA-binding proteins that interact with CP190. The table shows the total number of Pita + CP190 and Pita only peaks detected in the Pitawt line. These two groups of peaks were tested for co-localization with the dCTCF, Su(Hw), ZIPIC, Ibf1, Ibf2, and Insv peaks obtained from [17, 44–47].

# Co-localization of Pita with other CP190-interacting proteins

|                                                 | Pita | dCTCF | Su(Hw) | ZIPIC | Ibf1 | Ibf2 | Insv |
|-------------------------------------------------|------|-------|--------|-------|------|------|------|
| Total                                           | 1029 | 587   | 2721   | 376   | 1686 | 1861 | 5476 |
| Intersecting with<br>Pita but not with<br>CP190 | 160  | 1     | 12     | 1     | 4    | 4    | 15   |
| Intersecting with<br>Pita and CP190             | 869  | 15    | 80     | 14    | 95   | 97   | 169  |

# Supplementary material for: Mechanism and functional role of the interaction between CP190 and the architectural protein Pita in Drosophila melanogaster
**Source:** Epigenetics Chromatin. 2021 Mar 22;14:16. doi: 10.1186/s13072-021-00391-x
**Supplement:** Supplementary file 4 — Additional file 4. Reproducibility of Chip-seq experiments according to IDR pipeline.

Reproducibility of Chip-seq experiments according to IDR pipeline

|                              | RR   | SCR  | Number of peaks in optimal peak set |
|------------------------------|------|------|-------------------------------------|
| CP190 Pita <sup>ΔCP1+2</sup> | 1.06 | 1.05 | 8429                                |
| CP190 Pita <sup>wt</sup>     | 1.20 | 2.41 | 6586                                |
| Flag Pita <sup>ΔCP1+2</sup>  | 1.02 | 1.10 | 7365                                |
| Flag Pita <sup>wt</sup>      | 1.18 | 2.66 | 6901                                |

# Supplementary material for: Mechanism and functional role of the interaction between CP190 and the architectural protein Pita in Drosophila melanogaster
**Source:** Epigenetics Chromatin. 2021 Mar 22;14:16. doi: 10.1186/s13072-021-00391-x
**Supplement:** Supplementary file 5 — Additional file 5. PWM of Pita motif obtained using previously published data [17].

PWM of PITA motif obtained using previously published data [1]

| A             | C              | G             | T             |
|---------------|----------------|---------------|---------------|
| 0.02291816134 | -0.04744336252 | 0.2684612076  | -0.2115395592 |
| -0.5293094702 | 0.4709414955   | -0.3133820622 | 0.1807764722  |
| -0.658301961  | -0.3558135539  | -0.4786430302 | 0.6509940678  |
| -0.9298661471 | -0.2996291108  | -1.807197757  | 0.8356254389  |
| 1.136639017   | -3.425853024   | -3.425853024  | -2.100138416  |
| -2.972843551  | -1.406117634   | 1.480535222   | -1.352770603  |
| -3.108286016  | 1.487420518    | -4.40005804   | -0.9298661471 |
| -0.2949946296 | 0.4388283403   | 0.5615214231  | -0.8662461235 |
| 0.3404021465  | -0.7597424694  | 0.5672780668  | -0.8064326419 |
| 0.602523982   | -2.09051399    | 0.4646008353  | -1.033595858  |
| -3.108286016  | -2.011812589   | 1.360796398   | -0.4249335386 |
| 0.7100480396  | -1.53839421    | -0.4951143907 | -0.3304296492 |
| -2.15451591   | 1.334493822    | -2.94188013   | -0.3578550522 |
| 0.3898738906  | -0.4307967895  | -0.6767293315 | 0.06021400281 |
| -1.015543032  | 1.256938341    | -1.53839421   | -0.6335771394 |
| 0.3170795947  | 0.32853355     | 0.32853355    | -2.048565958  |
| 0.874208931   | 0.1709916456   | -2.766385955  | -2.482208618  |
| 1.019867774   | -1.492330309   | -2.09051399   | -1.257220028  |
| -3.264990487  | 1.607941206    | -3.154869221  | -3.976199186  |
| -2.972843551  | 1.599798051    | -3.798735508  | -3.108286016  |
| 0.5174117349  | -0.1715982172  | -0.2996291108 | -0.5293094702 |

1. Zolotarev N., Fedotova A., Kyrchanova O., Bonchuk A., Penin A.A., Lando A.S., Eliseeva I.A., Kulakovskiy I.V., Maksimenko O., Georgiev P. // Nucleic Acids Res. 2016. V. 44. № 15. P. 7228-7241.

How the deposited data were processed for this re-analysis (not part of the article)

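FLAG-tagged Pita and CP190 were measured by ChIP-seq in embryos of the Pita wt and Pita ΔCP1+2 lines, with 2 biological replicates each, and 1 preimmune sample of the Pita wt line was used as the control throughout. The authors trimmed the reads, aligned them to dm6 with Bowtie version 2, kept concordant unique alignments, removed duplicates, called peaks with MACS2 against the preimmune sample and passed them to the IDR pipeline, from which the optimal set was deposited. The fold enrichment of each peak is the authors' ratio over the preimmune sample. The −log10 p-value of each peak, and those of the peak sets compared by the IDR pipeline, are also the authors' values. The replicates are pooled in the peak lists used here, so no replicate error, paired comparison or sequencing depth per sample was given.

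From these lists, windows of 250 bp on each side of the summit were compared, with an overlap of at least 1 bp. Chance overlap came from 1000 random shifts along the chromosomes. The Pita matrix of Additional file 5 was scanned on both strands of the dm6 sequence, with p-values from the exact score distribution under equal base frequencies. Control windows lay 5 kb to each side, and 20 matrices with shuffled positions served as another control. Ranks of the fold enrichment within each list replaced the RPKM signal of the paper, because values of separate lists were not compared directly. The iterated Grubbs test was applied to differences of normal scores at a threshold of 0.05. Sets of peaks were compared with 10000 random lists matched on rank, or on the FLAG scores of both lines for the 44 peaks with the largest fall, as a description of these lists, and no p-value was computed across peaks for them. Unchanged libraries were simulated against 1 shared control with 10, 25 and 50 fragments per window, with the same true rate everywhere or a CV of the true rate of 0.5, 1 or 2, and with a control as deep as the ChIP libraries or of 0.25 or 0.1 of that depth.

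Genes and features were taken from the Ensembl annotation, release 115, of the same assembly, and a gene is named by the nearest transcription start. The sites named are the 4 windows of Fig. 4b and the 5 motif peaks with the largest fall in FLAG rank. They also include the 3 motif peaks with the strongest CP190 peak in Pita wt and none in the mutant line. The peaks in the Bithorax complex from *Ubx* to *Abd-B* were covered too, and only examples of them are described. The rule for naming sites was set for Group 1 and Group 2 peaks before the data were examined, as were the main settings and most alternatives. Since Group 1 was empty, the rule was applied to all motif peaks. The methods search for the motif beyond the peak boundaries, whereas the main setting here searched 250 bp around the summit, and the wider search is among the alternatives. The calculations were tested on simulated data, in which 200 of 200 planted motif sites and 1000 of 1000 planted outliers were recovered, and 3 of 50 sets without outliers gave a call. The planted sites were the best-scoring word and the planted outliers lay far outside the other values. Recovery of weaker sites, or of outliers among differences of normal scores, was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The RPKM tracks and the peaks of other proteins were not analysed here.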

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

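The tests in this part were chosen after the results were seen, although the classes of motif p-value were set in advance.

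Among the Pita wt FLAG peaks outside the shared set that the paper analysed, 58 have a Pita motif match with a p-value below 1e-06. This stands above the level of control windows, since 1.54% of the Pita wt FLAG peaks but 0.276% of windows 5 kb away have such a match, and none of the 20 shuffled matrices reached the share of the Pita matrix at that threshold. Of the 106 Pita wt FLAG peaks with such a match, 48 (45.3%, interval 36.1 to 54.8%) have a FLAG peak in the mutant line, compared with 72.1% of the peaks without a match. CP190 peaks were present at 96 of the 106 in Pita wt and at 23 in the mutant line. An equal loss of all FLAG peaks of a given rank is argued against by lists of peaks without a match and of the same FLAG rank. Of these a median of 87.7% was kept, with 0 of 10000 lists as low as observed. Weaker FLAG enrichment at all sites bound by Pita is not excluded, since peaks without a match may come from recovery that does not depend on the antibody. Matches falling on weak peaks only are argued against by the 300 strongest Pita wt FLAG peaks, of which 77.3% of those with such a match were kept and 97.0% of those without any match. For CP190, rank-matched peaks without a match were kept at a median of 71.9%, against the 24.0% observed, which argues against an equal loss there too. Weaker CP190 enrichment at all sites is not excluded, for the same reason and because the presence of a peak does not show its size. The authors' fold enrichment fell from 30.3 to 12.8 at the strongest Pita wt CP190 peak without a match, while the median of both CP190 lists was 2.07. These lists are not on one scale. Loss of the FLAG peak from the list is not the whole cause, since where the FLAG peak was kept, 38.3% of the CP190 peaks were kept, below the median of 68.1% in matched lists. A kept FLAG peak can still be a weaker one. Of the 48 kept, 20 are among the 44 motif peaks with the largest fall in FLAG rank. Weaker binding of Pita at kept peaks is therefore not excluded as a cause. A candidate explanation is that CP190 at the strongest Pita motifs depends on the deleted regions and that the binding of Pita there partly does too. Against the second part, the paper found by ChIP-qPCR in adult males that Pita wt and Pita ΔCP1 bound multimerized Pita sites about equally well. That deletion is smaller, and the stage and the sites are other than here. The shared set leaves out the sites where the FLAG peak was lost. This remains a hypothesis found and tested on the same lists. The replicates of Pita wt were less alike than those of the mutant line by the authors' self-consistency ratios (2.66 against 1.10 for FLAG and 2.41 against 1.05 for CP190), those of Pita wt lying above the limit of 2 that the methods give, and whether this changed which peaks were listed was not tested. Other differences between the libraries of the lines were not tested either, as 1 pooled list per antibody and line was used.

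Among the 20 strongest FLAG peaks of the mutant line, 4 have no FLAG peak in Pita wt, and all 4 lie on unplaced scaffolds assigned to the Y chromosome. None of them has a CP190 peak in Pita wt, and 4 of 4 are among the 20 strongest CP190 peaks of the mutant line. Of the 16 other strongest mutant FLAG peaks, 2 are among those CP190 peaks. A difference between the lines that is independent of the antibody, such as a different number of copies of these sequences than in the Pita wt line that gave the preimmune control, may account for these 4 peaks. No preimmune sample of the mutant line was analysed here, and no biological explanation was tested.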

How the results depend on the processing

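Of 99 values recomputed under another setting, 54 stayed within the range set for them and 45 moved. The range was a factor of 1.5 for counts and the 95% interval for shares and correlations. The cause of the changes was not tested, except where the setting itself leaves fewer peaks. No paired analysis was possible because each deposited list pools both replicates, and for the same reason no fit without one replicate could be run.

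With shorter lists, shared FLAG peaks numbered 3286 (5000 strongest) and 1928 (3000 strongest). Motif peaks numbered 112 at 1e-05 and 48 at 1e-06, and 857 with 500 bp searched. Beyond the deposited boundaries, a setting added after seeing the data, they numbered 973. The ratio of the motif share to its control was 1.94 against flanking windows and 0.986 against shuffled matrices, so the excess at 0.0001 depends on the control. Against flanking windows it was 4.40 at 1e-05 and 5.58 at 1e-06, both added after seeing the data. Group 1 stayed at 0 under the alternatives set for it in advance. It moved to 2 with the 5000 strongest peaks of each list, to 1 with the 3000 strongest and to 1 with deposited boundaries, all of them applied to it after seeing the data. The separate Grubbs threshold for peaks without a motif gave 1.

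The share of motif peaks with CP190 in Pita wt (81.4%) was 69.4% with the 5000 strongest CP190 peaks, 90.2% at 1e-05 and 97.9% at 1e-06. In the mutant line (77.6%) it was 81.6% with deposited boundaries, 58.8% with the 5000 strongest, 53.6% at 1e-05 and 35.4% at 1e-06. In Group 3 the shares of 74.9% and 83.7% became 72.8% and 81.9% with an overlap of 250 bp, 76.8% and 86.5% with deposited boundaries, and 62.7% and 66.2% with the 5000 strongest. FLAG peaks with CP190 of the same line changed from 65.2% to 61.9% (overlap of 250 bp) and 68.0% (deposited boundaries) in Pita wt, and from 73.5% to 70.6%, 76.7% and 66.3% (5000 strongest) in the mutant line.

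Motif peaks with CP190 in Pita wt (450) numbered 101 at 1e-05, 688 with 500 bp searched and 786 beyond the deposited boundaries, and those without (103) numbered 169 with the 5000 strongest CP190 peaks, 11 at 1e-05, 169 with 500 bp, 164 with the base composition of the genome and 187 beyond the boundaries. Spearman's rho of FLAG with CP190 in Pita wt was 0.639 by p-value rank and 0.680 with an overlap of 250 bp, and between lines it was 0.652 and 0.645 with an overlap of 250 bp. Among FLAG peaks with a motif p-value below 1e-06, CP190 in the mutant line was at 13.9% with the 5000 strongest peaks against 21.7%, and the shares with FLAG in the mutant line and with CP190 in Pita wt stayed within their intervals. FLAG peaks within 1000 bp of a start made up 34.6%.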

Differences from the paper's values

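The number of shared FLAG peaks with a Pita motif site was 553, against the paper's 1029. Of the alternatives set before the data were examined, a search of 500 bp on each side of the summit gave 857 and the base composition of the genome gave 820, both within 1.5 times the paper's number. The thresholds of 1e-05 and 1e-06, the minimum overlap of 250 bp and the 5000 strongest peaks of each list gave 112, 48, 522 and 391. A search of 250 bp beyond the deposited boundaries, chosen after seeing the values, gave 973.

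The paper's Group 1 holds 44 peaks, whereas 0 were selected from ranks, and none of the alternatives set for this count before the data were examined selected any. Settings planned for other counts, applied to this one after seeing the values, gave 2 with the 5000 strongest peaks of each list, 1 with the 3000 strongest and 1 with deposited boundaries, while the wider motif searches and the base composition of the genome gave 0. The paper's Group 2 holds 985 peaks and 553 were found here. A search of 500 bp gave 857, the base composition of the genome gave 820, and the search beyond the deposited boundaries, chosen after seeing the values, gave 973, while the other settings stayed further away. For peaks without a motif and with an enhanced FLAG signal, the paper gives 10 and 0 were selected here, but no motif peak had been selected in the main setting, so there was no cut-off that these peaks could pass. In the settings with a cut-off, applied after seeing the values, 0 passed it. A separate Grubbs threshold for these peaks, chosen after seeing the values, gave 1.

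The paper's Additional file 3 gives 869 motif peaks with CP190 and 160 without, against 450 and 103 here. No alternative was set for these counts before the data were examined. Applied after seeing the values, a search of 500 bp gave 688 and 169, the base composition of the genome gave 656 and 164, and a search beyond the deposited boundaries gave 786 and 187, all within 1.5 times the paper's numbers. The minimum overlap of 250 bp gave 412 and 110, and the 5000 strongest peaks of each CP190 list gave 384 and 169, in each case with only the second number within that range.

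The paper reports no visible change of CP190 in Group 2 as a whole, and a partial weakening at several sites of Groups 2 and 3, with CP190 kept at most sites. For the shared FLAG peaks with a motif p-value below 1e-06, a threshold stricter than the paper's, 47 of 48 had a CP190 peak in Pita wt and 17 in the mutant line. Some of these peaks may belong to the paper's Group 1, whose members were not analysed here. With that threshold the share in the mutant line was 35.4%.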

Other observations

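The tests in this part were chosen after the results were seen, apart from the simulation of a shared control, to which shallower controls and more variation were added afterwards.

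At overlapping peaks, FLAG and CP190 ranked alike in the Pita wt line (Spearman's rho 0.662 across peaks), about as closely as FLAG in the 2 lines (rho 0.674). Across lines, CP190 and CP190 had a rho of 0.621. Peaks are not independent replicates. Recruitment of CP190 by Pita does not account for this, since rho was 0.673 in the mutant line. Counting noise of the shared preimmune control alone does not account for it either, since simulated unchanged libraries with the same true rate everywhere reached a rho of at most 0.154 and an overlap of at most 4.36% at every depth of the control. Variation of the true rate between places that a shallow shared control leaves uncorrected stays open. With a CV of this rate of 2, rho reached 0.605 and the overlap 69.5% with a control of 0.1 of the depth of the ChIP libraries, against 0.212 and 33.9% with a control as deep as these, and neither the depth of the control nor this variation was analysed here. Recovery that depends on the place and not on the antibody, such as easily fragmented or precipitated chromatin, may explain the likeness, and it cannot be told apart from such uncorrected variation. Binding of both proteins to the same open regions through other factors was not tested and would look alike in these lists.

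The share of Pita wt FLAG peaks with a CP190 peak in the mutant line rose as the motif became weaker, from 21.7% below 1e-06 to 46.4% between 1e-06 and 1e-05 and 72.9% between 1e-05 and 0.0001, compared with 73.2% without a match. Matches in the weakest class may be chance matches in windows of this base composition. Shuffled matrices matched 10.7% of the peaks in that class on average, and 17 of 20 matched at least the 8.69% that the Pita matrix matched, although windows 5 kb away held fewer (5.40%). Of the shared motif peaks, 441 of 553 belong to this class, so the motif set at 0.0001 may hold many peaks whose motif is not bound by Pita.

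Of the 100 strongest CP190 peaks of Pita wt, 76 have a motif match at 0.0001 and 23 of these (30.3%, interval 21.1 to 41.3%) have a CP190 peak in the mutant line. Of the 24 without a match, 16 (66.7%, interval 46.7 to 82.0%) have one. The site on chromosome X at 5524320 to 5524902, singled out after its values were seen, has no match at 0.0001 and ranked 2 in the Pita wt and 1 in the mutant CP190 list. The authors' fold enrichment of this site was 30.3 in Pita wt and 12.8 in the mutant line, in lists that are not on one scale.

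In the Bithorax complex, from 16656623 to 16972236 on chromosome 3R, there were 13 FLAG peaks in Pita wt and 10 in the mutant line, and 13 and 12 CP190 peaks. The FLAG peak at 16969522 to 16969873 in an intron of *Abd-B* ranked 39 and contains TTTTAGCGAGTGCACCCTCCT on the minus strand. Its CP190 peak ranked 33, and the mutant lists had neither peak. The intergenic FLAG peak at 16798527 to 16798946 ranked 207 and had none in the mutant list, and the CP190 rank there was 29 in Pita wt and 1025 in the mutant line. The FLAG peak at 16932375 to 16933191 in a coding exon of *Abd-B* ranked 157 in Pita wt and 68 in the mutant line, with CP190 ranks of 277 and 245. These sites are examples, and several of the other Pita wt FLAG peaks were also in the mutant list. Of these, the FLAG peak at 16827141 to 16827935 in *abd-A* ranked 2111 in Pita wt and 348 in the mutant line. The FLAG peak at 16934192 to 16934977 in an intron of *Abd-B* ranked 1806 and 2906.

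The summits of 17.9% of the Pita wt FLAG peaks lay within 500 bp of an annotated transcription start of a protein-coding gene, compared with 11.5% after random shifts. For FLAG peaks with a motif p-value below 1e-06 the share was 65.1% (interval 55.6 to 73.5%), and for shared peaks without a match it was 16.6%.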
